A study of Homo sapiens with 6 samples.

How the data were processed

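RNA was measured in 6 cultures of a human melanocyte line, 3 exposed to ultraviolet radiation (UVR) and 3 unexposed controls. Per the labels' protocols, cells were grown in melanocyte medium with 200 nM phorbol 12-myristate acetate, plated in triplicate 2 days before exposure, and given 175 J/m2 of a spectrum of 35% UVA and 65% UVB over 90 s at 1.94 W/m2. They were cultured for 1 month afterwards. Per the labels' protocols, libraries were made from 1 ug of RNA after poly(A) selection, mixed with 10% phiX, and sequenced as single-end reads of 75 bases. The design text attached to the series describes bisulfite sequencing of DNA from such cultures, and DNA methylation was not analysed here.

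The authors deposited a table of raw read counts per gene and a table of normalized values. Per the file headers, reads were assigned to Ensembl genes of the GRCh37 build with featureCounts 1.6.2 from alignments in a directory named for STAR, and the command set no option for strand, multiply mapped reads or overlapping genes. The aligner's version and any filter on reads were not stated. The count table listed 62069 genes, and 28336 of them had at least 1 read. The deposited normalized table held a signal per gene that equalled the counts divided by 1 factor per library. Dividing each column by its smallest value above 0 gave whole reads for 100% of values, and these were equal to a column of the count table at all 28336 genes. A symbol was found for 22867 of these genes in a table of gene names matched on Ensembl identifiers.

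The group names of 2 libraries conflicted between the deposited tables. The library named as the third control in the normalized table held the reads of a count column named as UVR, and the library named as the first UVR replicate held those of a count column named as control. The other 4 libraries had the same group in both. The command in the count table's first header line listed the inputs in the normalized table's order, while the column names in its second header line were in another order. Groups were taken from the normalized table, whose column names carry the replicate numbers of the sample titles and match the order of the command. This choice was made after correlations between libraries had been seen, and the design written before the data were examined had assumed the count table's own names. The distance between groups, the counts of called genes, the medians of the gene lists and the log2 fold changes of the named genes are therefore also given with the count table's names and with the 4 libraries whose group was the same in both tables.

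Counts were compared between groups with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled with TMM factors, and quasi-likelihood models with robust empirical Bayes and group as the only term were fitted to 14293 genes. P-values were adjusted with the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was approximated as the absolute log2 fold change over the square root of the F statistic. Abundance was expressed as CPM, read counts scaled to a common library total with the TMM factors, and log2 CPM with a prior count of 2. For markers of other cell types alone, CPM were scaled to library totals without these factors. The distance between groups was the mean Euclidean distance between libraries of different groups minus that within groups, on log2 CPM of the 500 most variable genes, tested by exact permutation over the 10 splits of 6 libraries. The smallest p this design allows is 0.1. The groups hold 3 libraries each, so single differences rest on few replicates. Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 6 lists.

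Before the data were examined, these were fixed: the tests, the 6 gene lists, the marker lists of other cell types, most alternatives and the rule for naming genes. The rule named the 6 genes with the largest change in each direction among called genes that had a mean log2 CPM of at least 1, a symbol, and all UVR libraries on one side of all control libraries. From each list it named up to 5 called members with the largest change, or the member with the smallest p if none was called. Genes informative about the donor were not named.

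Alternatives fixed in advance were DESeq2 1.42.0 size factors, total counts alone, no filter, at least 10 counts in every library, non-robust fits, the DESeq2 Wald test, limma-voom, limma on log2 of the authors' normalized values plus 1 or 0.1, removal of a gene length trend, the replicate number as a block, an adjusted p under 0.01, and leaving out each library. Alternatives added after the data had been seen were the count table's column names, the 4 libraries with the same group in both tables, and removal of each library's trend on GC content, alone and together with each of these. The GC trend was a loess curve (span 0.5) of log2 CPM deviations on the GC content of a gene's longest GENCODE transcript, entered as an offset. A GC value was found for 97.8% of tested genes. The transcripts came from a later build, GRCh38, and were used for sequence composition only. Removing the trend also removes any biological change that runs with GC content.

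The procedure was tested on simulated counts drawn from the means, dispersions and library sizes of these data, with 100 genes changed in each direction. At a 2-fold change, edgeR recovered 59.9% of changed genes among 14134 tested, with 4.84% of calls false. At a 4-fold change it recovered 94.9% among 14099 tested, with 8.82% of calls false, and the DESeq2 Wald test had 17.4% false calls. With a GC trend added to the simulated libraries, 50.3% of edgeR calls among 14118 tested genes were false, and after the trend was removed 8.82% were false. The added trend followed the same GC values that were used to remove it. This step therefore does not show how well GC bias of another form would be removed. No duplicated library was found. The chi-square per gene between 2 libraries was at least 20.9 for every pair.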

Results

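Gene expression was profiled by poly(A) RNA sequencing in cultured human melanocytes, the pigment-producing cells of the skin, 1 month after a single exposure to UVR. The series compared 3 exposed cultures with 3 unexposed control cultures of the same line. The comparison addressed which transcripts differed in abundance a month after exposure. Control libraries 1, 2 and 3 held 29871776, 25586244 and 9806504 reads assigned to genes, and UVR libraries 1, 2 and 3 held 22591884, 37686452 and 22961320. The deepest library had 3.84 times the reads of the shallowest, control 3. The 10 most abundant genes took between 5.52% and 7.13% of the assigned reads of a library. TYRP1, which encodes a melanosome enzyme, was the most abundant gene by these reads in each of the 6 libraries. Genes of the mitochondrial chromosome held 0.0% of the assigned reads in each library, so these values do not cover mitochondrial transcripts. For control 3 and UVR 1 the deposited tables gave conflicting groups, and the groups of the normalized table were used.

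The libraries were first compared as a whole. Distances between libraries of different groups averaged 37.97, against 32.07 within groups, on log2 CPM of the 500 most variable genes. The difference of 5.90 was the largest among the 10 splits of the 6 libraries (exact permutation test, p = 0.1, the smallest this design can give). This grouping was chosen after correlations between libraries had been seen. Its p, here and over all genes, is therefore not that of a grouping fixed in advance. With the group names of the count table the difference was 3.92, and 3 of the 10 splits gave one as large (exact permutation test, p = 0.3). Over all tested genes in place of the 500, distances averaged 74.3 between and 58.3 within groups, and the difference of 16.0 was again the largest among the 10 splits (exact permutation test, p = 0.1). Without UVR 3 the difference over the 500 genes was 0.132, and without control 1 it was 11.1. The first principal component of these genes carried 51.6% of the variance and placed control 3 and UVR 1 at its ends, while the second carried 31.3% and placed the 3 UVR libraries below the 3 controls.

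**Figure D1:**
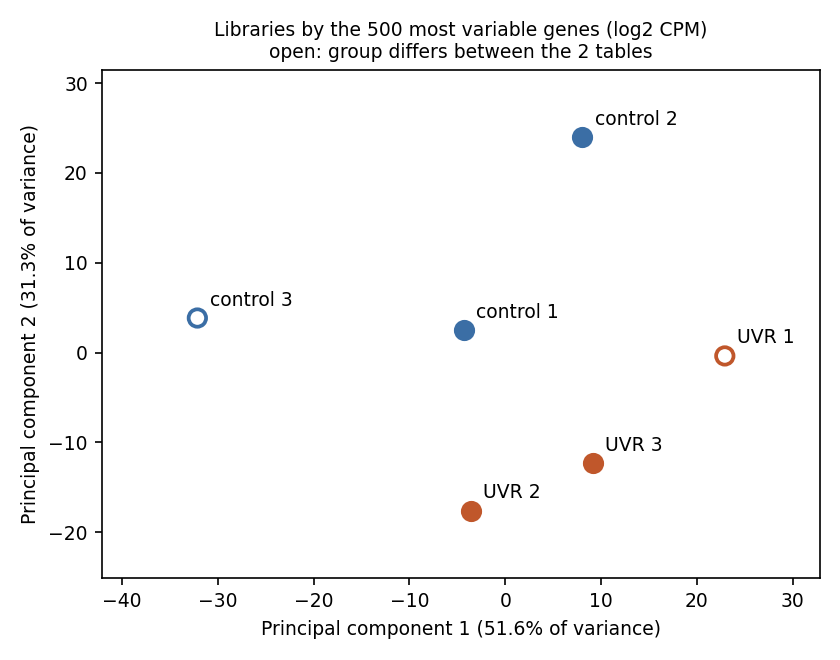
Positions of the 6 libraries on the first and second principal components (51.6% and 31.3% of variance) of log2 CPM for the 500 most variable genes, with controls in blue and UVR in orange. Open circles mark control 3 and UVR 1, whose group differed between the deposited tables, and they lie at the ends of the first component (-32.1 and 22.9).

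Single genes were then tested between UVR and control with edgeR. Of 14293 genes tested, 758 had an adjusted p under 0.05. Of these, 410 were higher and 348 lower in UVR, so 54.1% of the calls were higher. Their log2 fold changes ran from -2.43 to 2.49, with a median size of 0.70. At least a 2-fold change was seen in 120 of them, 98 higher and 22 lower. All 758 called genes had the 3 UVR libraries on one side of the 3 controls in log2 CPM, as did 36.9% of all tested genes. By chance 10% would do so in a grouping fixed in advance, which this one was not. In this fit the calls lay close to the threshold. The smallest adjusted p was 0.0458, no gene passed an adjusted p of 0.01, and 1473 genes lay under 0.06. An unadjusted p under 0.05 was found for 4475 genes (31.3%).

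The number of called genes depended on how the libraries were grouped, filtered and corrected. With the count table's group names, 0 genes were called and 954 genes (6.67%) had an unadjusted p under 0.05. With the 4 libraries whose group was the same in both tables, 0 genes were called and 3505 (24%) had an unadjusted p under 0.05. After removal of each library's GC trend, 0 genes were called and 2742 (19.2%) had an unadjusted p under 0.05. With no filter on low counts 2820 genes were called, which was the largest count among the alternatives. The smallest adjusted p was 7.01e-28 in that fit and 2e-12 with the DESeq2 Wald test, against 0.0458 in the reported fit. With total counts in place of TMM factors 927 genes were higher and 243 lower, so 79.2% of calls were higher. Single libraries also decided the count. It was 0 without control 3, without UVR 2 or without UVR 3, where 3363, 3171 and 3512 genes had an unadjusted p under 0.05. It was 21 without control 1, 67 without UVR 1 and 2533 without control 2.

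**Figure D2:**
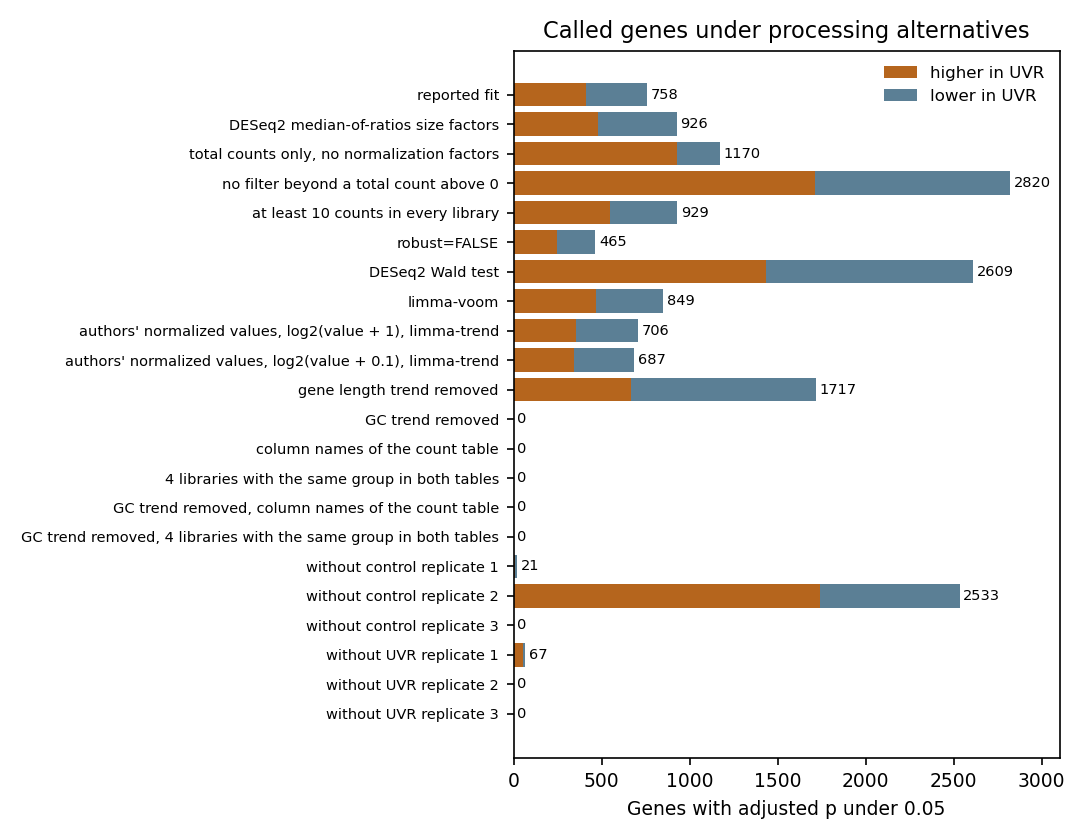
Genes with an adjusted p under 0.05 between UVR and control (horizontal axis, number of genes) under the reported fit and the alternatives listed (vertical axis), split into genes higher (brown) and lower (blue-grey) in UVR. The reported fit called 758 genes, and the alternatives ranged from 0 to 2820.

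Change between groups ran with the GC content of genes. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.62 with the GC content of the longest transcript, and -0.02 after the trend was removed. In the fifth of genes with the lowest GC content, 27.8% to 40.9%, 295 of 296 called genes were higher in UVR. In the fifth with the highest, 57.8% to 83.9%, 0 of 159 called genes were higher. The trend was not the same in every library of a group. The Spearman correlation across genes between a gene's deviation from its mean and its GC content was 0.57 in control 1 and 0.61 in control 3, but 0.01 in control 2. It was -0.46, -0.53 and -0.38 in UVR libraries 1, 2 and 3. After removal of the trend, 731 of the 758 called genes had the same direction and 557 had an unadjusted p under 0.05. These genes had been chosen for their difference in the same libraries. With the count table's group names, where 0 genes were called, 726 of them also had the same direction.

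**Figure D3:**
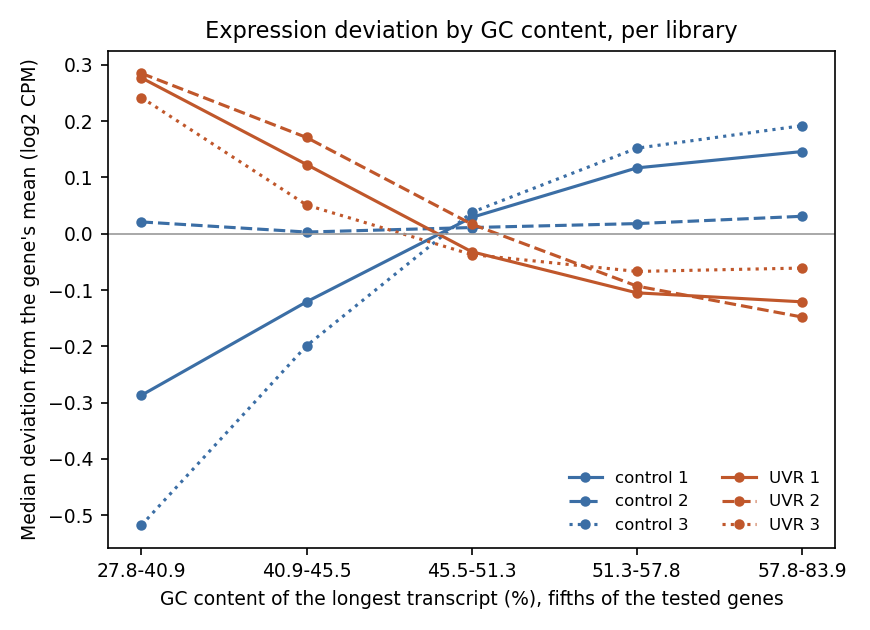
Median deviation of a gene's log2 CPM from its mean over the 6 libraries (vertical axis) in 5 groups of the tested genes by GC content of the longest transcript (horizontal axis, percent, groups of near-equal size), with 1 line per library, controls in blue and UVR in orange. In the fifth with the lowest GC content, the UVR libraries lay at 0.277, 0.285 and 0.242, and the controls at -0.287, 0.021 and -0.518.

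The 6 genes with the largest increase by the rule fixed in advance are given as mean CPM ± SD, with coordinates on GRCh37. CDH19 (ENSG00000071991, chromosome 18, 64168320 to 64271375) rose from 15.9 ± 5.52 to 64.8 ± 8.41 CPM (SD, n = 3 each), a log2 fold change of 2.00 with a standard error of 0.25 (edgeR adjusted p = 0.0458). BEND6 (ENSG00000151917, chromosome 6, 56819773 to 56892140) rose from 1.30 ± 0.628 to 4.58 ± 1.09 CPM, a log2 fold change of 1.72 with a standard error of 0.35, on 6 to 190 reads per library. FSD1L (ENSG00000106701, chromosome 9, 108210077 to 108314714) rose from 2.16 ± 0.848 to 6.72 ± 0.183 CPM, a log2 fold change of 1.599 with a standard error of 0.27, on 15 to 266 reads per library. CLK1 (ENSG00000013441, chromosome 2, 201717732 to 201729422) rose from 19.7 ± 3.10 to 57.3 ± 14.1 CPM, a log2 fold change of 1.54 with a standard error of 0.20. USP53 (ENSG00000145390, chromosome 4, 120133742 to 120216672) rose from 17.6 ± 3.46 to 51.1 ± 7.63 CPM, a log2 fold change of 1.53 with a standard error of 0.18. RSRP1 (ENSG00000117616, chromosome 1, 25568728 to 25664704) rose from 9.87 ± 2.51 to 28.4 ± 1.34 CPM, a log2 fold change of 1.52 with a standard error of 0.19. The adjusted p was 0.0458 for each of the 6. The exons of USP53 overlapped 1 other gene and those of RSRP1 overlapped 3, so their counts are uncertain. With the GC trend removed, the log2 fold changes of CDH19, BEND6, FSD1L, CLK1, USP53 and RSRP1 were 1.24, 1.27, 0.87, 0.85, 0.77 and 1.58, and none was called. With the count table's group names they were 0.27, 0.80, 0.46, 0.82, 0.63 and 0.51, and with the 4 libraries of undisputed group 1.68, 1.64, 1.47, 1.66, 1.51 and 1.501. None was called in either.

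The 6 genes with the largest decrease were taken by the same rule. CX3CL1 (ENSG00000006210, chromosome 16, 57406370 to 57418960) fell from 5.39 ± 2.57 to 0.993 ± 0.336 CPM (SD, n = 3 each), a log2 fold change of -2.43 with a standard error of 0.45 (edgeR adjusted p = 0.0458). PLEKHA6 (ENSG00000143850, chromosome 1, 204190349 to 204346793) fell from 19.8 ± 7.16 to 6.86 ± 0.857 CPM, a log2 fold change of -1.53 with a standard error of 0.27. OAS3 (ENSG00000111331, chromosome 12, 113376157 to 113411054) fell from 252.5 ± 85.8 to 92.3 ± 21.7 CPM, a log2 fold change of -1.45 with a standard error of 0.29. GPRC5A (ENSG00000013588, chromosome 12, 13043716 to 13070871) fell from 25.8 ± 9.37 to 9.52 ± 1.49 CPM, a log2 fold change of -1.43 with a standard error of 0.29. HSPA6 (ENSG00000173110, chromosome 1, 161494036 to 161496681) fell from 3.22 ± 0.805 to 1.26 ± 0.112 CPM, a log2 fold change of -1.35 with a standard error of 0.27. SLCO4A1 (ENSG00000101187, chromosome 20, 61273797 to 61317137) fell from 51.5 ± 18.6 to 20.3 ± 4.44 CPM, a log2 fold change of -1.35 with a standard error of 0.30. Adjusted p was 0.0468 for OAS3, 0.0486 for SLCO4A1 and 0.0458 for the other four. The exons of GPRC5A and SLCO4A1 each overlapped 1 other gene, and HSPA6 has a near-identical relative, HSPA7, so these counts are uncertain. Once the GC trend was removed, the log2 fold changes of CX3CL1, PLEKHA6, OAS3, GPRC5A, HSPA6 and SLCO4A1 were -2.29, -1.37, -1.32, -1.37, -1.18 and -1.16, and none was called. With the count table's group names they were -0.47, -0.56, -0.23, -0.009, -0.55 and -0.33, and with the 4 libraries of undisputed group -2.18, -1.60, -1.23, -1.12, -1.36 and -1.34. None was called in either.

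**Figure D4:**
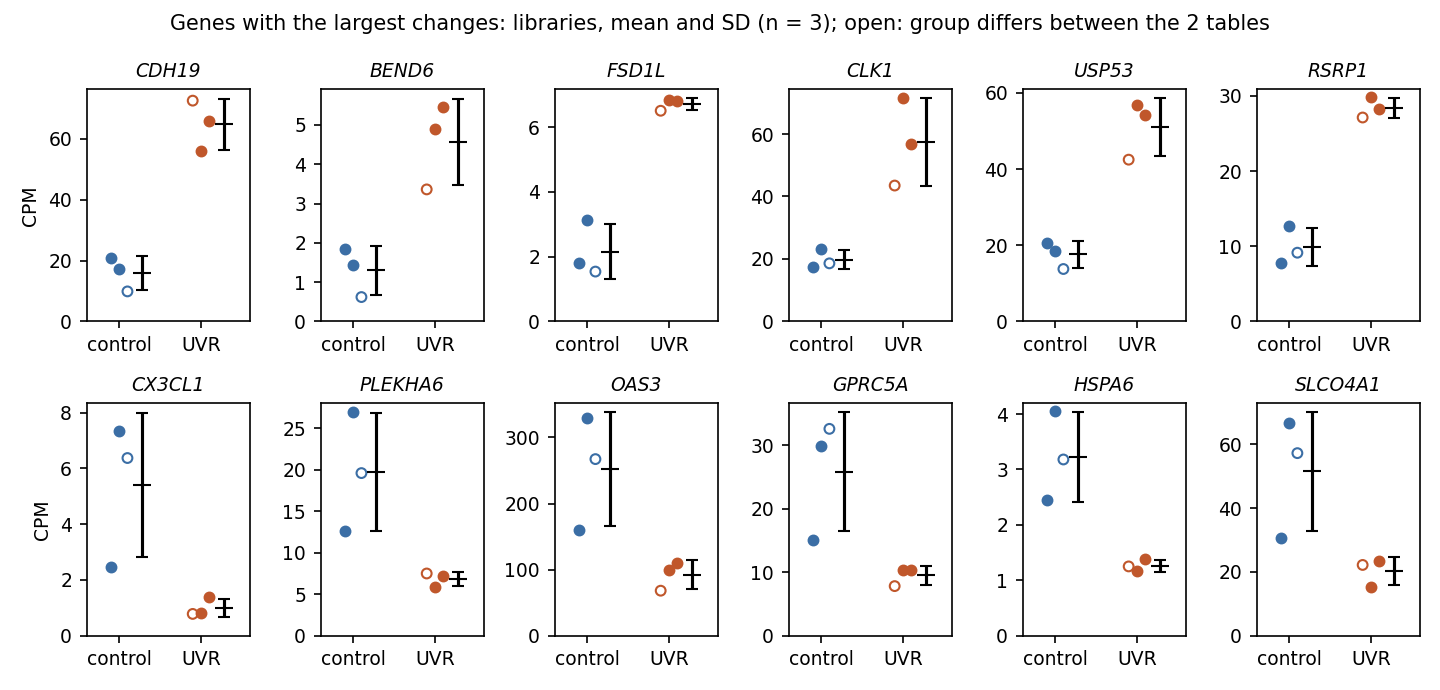
CPM (vertical axis, starting at 0) of the 6 genes with the largest increase (top) and the 6 with the largest decrease (bottom), with 1 point per library, controls in blue and UVR in orange, and the mean and SD of each group (n = 3) in black. Open circles mark control 3 and UVR 1, whose group differed between the deposited tables. CDH19 averaged 15.9 CPM in controls and 64.8 CPM in UVR, and CX3CL1 averaged 5.39 and 0.993 CPM.

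The 6 gene lists were tested for a shift relative to the other tested genes. The type I interferon response list (27 genes tested) had a median log2 fold change of -0.90 in UVR, with 23 of 27 genes lower (camera adjusted p = 0.000322). This call was lost under fry (adjusted p = 0.677) and with an inter-gene correlation estimated from the data (adjusted p = 0.842). With the count table's group names the median was -0.18 (adjusted p = 0.952), and with the 4 libraries of undisputed group it was -0.63 (adjusted p = 0.00538). Without control 2 it was -0.32 (adjusted p = 0.0845). Over the alternatives the adjusted p ran from 3.79e-07 to 0.952. The call held when the GC trend was removed, with a median of -0.70 (adjusted p = 2.73e-05). Of the list, 3 genes were called over all genes tested and 4 when adjusted over the list alone. They included IFI6, which fell from 1562 ± 212.2 to 733.4 ± 202.6 CPM (log2 fold change -1.09), OAS3, given above, and USP18, which fell from 24.5 ± 7.62 to 11.9 ± 1.24 CPM (log2 fold change -1.04). Standard errors were 0.21 for IFI6 and 0.23 for USP18, with edgeR adjusted p of 0.0458 and 0.0469. These changes depended on the grouping of the disputed libraries. Under the count table's names the log2 fold change was -0.013 for IFI6 and -0.32 for USP18, with the 4 libraries it was -0.80 and -0.99, and neither gene was called in either.

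The other five lists were not called. The pigmentation list (20 genes) had a median log2 fold change of -0.14 (camera adjusted p = 0.167), with 12 of 20 genes lower. After removal of the GC trend the median was -0.44 and the list was called (adjusted p = 5.55e-05), while over its alternatives the adjusted p ran from 5.55e-05 to 0.842 and the median was 0.013 without control 2. OCA2, its only member called over all genes, fell from 716.3 ± 131.6 to 439.3 ± 56.6 CPM (log2 fold change -0.71, standard error 0.16, edgeR adjusted p = 0.047), and 5 members were called when adjusted over the list alone. The p53 target list (25 genes) had a median of -0.014 (adjusted p = 0.848). RRM2B was its only called member, in either adjustment, and rose from 57.9 ± 8.07 to 97.9 ± 17.6 CPM (log2 fold change 0.75), but by only 0.11 on the log2 scale after removal of the GC trend. The cell cycle list (30 genes) had a median of -0.151 (adjusted p = 0.42) and 0 called members when adjusted over all genes or over the list alone. Its member with the smallest p, TOP2A, was not past the threshold (log2 fold change 0.42, edgeR adjusted p = 0.0562), and its direction changed after removal of the GC trend (-0.08). The senescence-associated secretion list (15 genes tested) had a median of -0.038 (adjusted p = 0.848). It had 0 called members over all genes and 1 when adjusted over the list alone, ICAM1 (log2 fold change -0.55, edgeR adjusted p over all genes 0.0503), whose exons overlapped 2 other genes.

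The DNA methylation machinery list (17 genes tested) was included because the protocols describe a later measurement of methylation. Its median log2 fold change was 0.009 (camera adjusted p = 0.848), and 2 members were called over all genes and when adjusted over the list alone. TDG rose from 6.50 ± 1.6 to 12.4 ± 1.30 CPM (SD, n = 3 each), a log2 fold change of 0.92 with a standard error of 0.21 (edgeR adjusted p = 0.047), and has a pseudogene, TDGP1, so its count is uncertain. MBD4 rose from 14.1 ± 1.67 to 22.3 ± 2.43 CPM, a log2 fold change of 0.66 with a standard error of 0.16 (edgeR adjusted p = 0.0496). After removal of the GC trend the log2 fold changes were 0.48 for TDG and 0.39 for MBD4, and neither was called.

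The disputed grouping also changed the values of the lists that were not called and of their named members. With the count table's group names the median log2 fold change was 0.012 for p53 targets, -0.025 for pigmentation, 0.086 for cell cycle, -0.003 for DNA methylation machinery and -0.034 for senescence-associated secretion. With the 4 libraries of undisputed group the medians were -0.018, -0.131, -0.102, -0.037 and 0.049 in the same order, and no list among these 5 was called under either grouping. Under the count table's names the log2 fold changes of RRM2B, OCA2, TOP2A, TDG, MBD4 and ICAM1 were 0.34, -0.04, 0.13, 0.30, 0.28 and -0.034. With the 4 libraries they were 0.76, -0.56, 0.41, 0.86, 0.65 and -0.43. None of these genes was called under either grouping.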

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

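The alternatives that use the count table's group names, the 4 libraries of undisputed group or the removal of the GC trend were chosen after the result had been seen. Causes of the changes listed here were not tested except where a value is given for one.

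The 758 called genes and the 120 with at least a 2-fold change became 0 and 0 with the count table's group names, with the 4 libraries of undisputed group, after removal of the GC trend, after removal of the GC trend with either of these groupings, and at an adjusted p under 0.01. At an unadjusted p under 0.05 there were 954, 3505, 2742, 1548 and 2622 genes in these 5 fits, in the order of count table names, 4 libraries, GC removal, GC removal with count table names and GC removal with 4 libraries. The 4-library fit also has fewer libraries. Counts rose to 1170 and 233 with total counts only, to 2820 and 413 without a filter and to 2609 and 246 with the DESeq2 Wald test, which had 17.4% false calls on simulated data. Removal of the gene length trend gave 1717 calls, and non-robust fits gave 465. Under DESeq2 size factors, at least 10 counts in every library, limma-voom and limma on the authors' normalized values plus 1 or 0.1, between 687 and 929 genes were called. The share of calls higher in UVR was 54.1%, and moved to 79.2% with total counts only, 60.7% without a filter, 58.9% with at least 10 counts in every library, 49.9% and 49.6% with the normalized values plus 1 and 0.1, and 39% after removal of the length trend.

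Across the 6 fits that each left out one library, called genes ranged from 0 (without control 3, UVR 2 or UVR 3) to 2533 (without control 2), and those with at least a 2-fold change from 0 to 648. The share higher in UVR ranged from 28.6% to 79.1%, where any gene was called. The distance between groups ranged from 0.132 (without UVR 3) to 11.1 (without control 1), and was 12.0 with the 4 libraries of undisputed group. The median log2 fold change ranged from -0.044 to 0.021 for p53 targets, -0.258 to 0.013 for pigmentation, -0.318 to -0.045 for cell cycle, -0.039 to 0.099 for DNA methylation machinery, -0.116 to 0.118 for senescence-associated secretion, and -1.092 to -0.319 for the interferon list. Without control 2 the pigmentation median reversed to 0.013, the cell cycle list was called (adjusted p = 0.0423) and the interferon list was not (adjusted p = 0.0845). Pigmentation was called without control 1 or UVR 3 (adjusted p = 0.0253 and 0.0387).

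The same replicate numbers occur in both groups, but not every pair of libraries with the same number deviated together: correlations of their deviations from the group means across genes were 0.217, -0.411 and 0.187 for numbers 1, 2 and 3. With the replicate number as a block, 0 genes were called and 0 with at least a 2-fold change, with 4390 genes at an unadjusted p under 0.05. With the block and the length trend removed, 626 genes were called, 27.8% of them higher, and the DNA methylation machinery median was -0.071. The block changed no call of a gene list.

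List medians near 0 reversed most often. For DNA methylation machinery the median of 0.009 became -0.008 with DESeq2 size factors and with the normalized values plus 1 or 0.1, -0.009 with the DESeq2 Wald test, -0.092 without a filter, -0.072 after removal of the length trend, -0.032 after removal of the GC trend, -0.003 with the count table's names, -0.037 with the 4 libraries, and -0.02 and -0.114 with the GC trend removed under these groupings. For p53 targets it became 0.056 with total counts only, 0.003 with at least 10 counts in every library, 0.009 after removal of the GC trend, 0.012 with the count table's names, and 0.03 and 0.023 with the GC trend removed under the count table's names and the 4 libraries. Senescence-associated secretion reversed to 0.026 with total counts only, 0.291 without a filter and 0.049 with the 4 libraries. Cell cycle reversed to 0.086 with the count table's names and 0.084 with these and the GC trend removed. None of these reversed values passed an adjusted p under 0.05.

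The pigmentation list passed the threshold without a filter (median -0.15), after removal of the GC trend (-0.436), and with the 4 libraries and the GC trend removed (-0.289). The interferon list no longer passed with the count table's names (-0.177), with these and the GC trend removed (-0.175), and under fry or an estimated inter-gene correlation, where its median was -0.903 as in the reported test. Among the 20 named genes, over all alternatives, 247 comparisons gave the same call and direction, 198 kept the direction without passing the threshold, 13 passed it newly, and 1 reversed: TOP2A at -0.08 after removal of the GC trend.

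Depth limits the genes of low abundance. Control 3 had 9806504 reads, and BEND6 rested on as few as 6 reads in a library. With 3 libraries per group, the simulated data gave 59.9% recovery of 2-fold changes, so uncalled genes are not shown to be unchanged.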

Other observations

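Removal of the gene length trend and the marker lists of other cell types were fixed before the data were examined, the list of nuclear transcripts was written before its own values but after some of the most changed genes had been seen, and the other tests in this part were chosen after the result they bear on had been seen.

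The 758 calls were set against the other splits of the 6 libraries into groups of 3. Only 1 of the 10 splits, the reported one, gave as many called genes, and only 1 gave as many genes with at least a 2-fold change. The other splits called 0 genes, and at most 954 genes had an unadjusted p under 0.05 in them, against 4475 in the reported split. With 10 splits the share cannot fall under 0.1, and the grouping of 2 libraries was settled after correlations between libraries had been seen, so this count does not exclude chance. The gene lists behaved otherwise. As small a camera p was found in 6 of 10 splits for p53 targets, 5 for pigmentation, 6 for cell cycle, 8 for DNA methylation machinery, 8 for senescence-associated secretion and 6 for the interferon list. With the GC trend removed, the fit in which the pigmentation list was called, 2 of 10 splits gave as small a camera p for pigmentation and 6 of 10 for the interferon list. The interferon genes thus varied between libraries in many groupings, and their adjusted p of 0.000322 may reflect correlated genes that differ between cultures rather than UVR.

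Technical explanations of the 758 calls were weighed in turn. The calls did not follow depth: with every library thinned to the smallest total in 5 random draws, between 751 and 1044 genes were called, and 592 to 683 of them were among the 758. They did not follow gene length, since 1717 genes were called after the length trend was removed. The 10 most abundant genes took at most 7.13% of the reads assigned to genes, so no small group of these genes dominated a library. Mitochondrial transcripts are not covered by this value, because genes of the mitochondrial chromosome held 0.0% of reads in each library. Markers of other skin cells, fixed in advance, were nearly absent. Their CPM were scaled to library totals without the TMM factors. The median over 12 fibroblast markers of the highest CPM in any library was 0.6, and COL1A1 reached 0.2 CPM. The only fibroblast marker at 10 CPM or more in a library was COL1A2, which lay between 149.7 and 238.2 CPM in the 6 libraries. The median over 12 keratinocyte markers was 0.1 CPM, with KRT5 at 0 and KRT14 at 1.1 CPM at most. The exceptions at 10 CPM or more were KRT10 (up to 72.7 CPM) and LAMB3 (up to 16.2 CPM). PKP1, also on the keratinocyte list, reached 4.6 CPM. It was itself among the called genes and was lower in UVR (log2 fold change -1.88, edgeR adjusted p = 0.0458). Cells of these types therefore do not account for the calls as a whole.

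GC content bias is a candidate explanation for a large part of the calls, because their direction followed GC content in the genes of lowest and highest GC content. After each library's GC trend was removed 0 genes were called, but the smallest adjusted p was already 0.0458 before removal. Of the 758 called genes, 731 kept their direction after removal and 557 had an unadjusted p under 0.05. These genes were chosen for their difference in the same libraries, so a kept direction is weak evidence. With the count table's group names, where 0 genes were called, 726 of them also kept it. Removal of the trend on the GC content of each gene's longest transcript left part of the difference between groups. Whether GC bias of another form made up this part was not tested. After removal, 19.2% of genes had an unadjusted p under 0.05, against 31.3% before it. Among the other splits the share after removal was at most 10.8%, in the split by the count table's group names. Another split, control 1, control 3 and UVR 2 against the rest, called 57 genes after removal. Chance is therefore not excluded for the part that was left. The trend itself remains open. It could have arisen in library preparation, for which the labels give no batch, or in the cells, since a change in RNA that runs with GC content would be removed in the same step. Control 2, with a GC correlation of 0.01 against 0.57 and 0.61 in the other controls, shows that the trend varied within a group.

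Which tables name control 3 and UVR 1 correctly was examined by comparing these 2 libraries with the other 4. Across genes, the difference of UVR 1 minus control 3 had a Pearson correlation of 0.256 (Spearman 0.395) with the UVR change in the 4 libraries of undisputed group. After removal of the GC trend it was 0.025 (Spearman 0.139). Before removal, the counts placed both libraries nearer the groups of the normalized table. The chi-square per gene of control 3 was 20.9 and 31.5 against controls 1 and 2, and 58.7 and 46.6 against UVR 2 and 3. That of UVR 1 was 46.2 and 29.4 against UVR 2 and 3, and 65.8 and 65.4 against controls 1 and 2. Chi-square also rises with depth, but Pearson correlations of log2 CPM also placed both libraries nearer the groups of the normalized table. The order of the libraries within the other group was not the same in both measures. With the GC trend removed the placement by correlation was mixed. Control 3 had correlations of 0.9846 and 0.9783 with controls 1 and 2, and 0.9826 and 0.9793 with UVR 2 and 3. UVR 1 had 0.9818 and 0.9856 with UVR 2 and 3, and 0.987 and 0.9809 with controls 1 and 2. More genes had an unadjusted p under 0.05 after removal with the normalized table's names (2742) than with the count table's (1548). Correct and exchanged names cannot be told apart from these values. The placement before removal may come from the shared GC trend, and the one after it differs between libraries. Sequence-level sample identity was not analysed here.

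Several of the genes with the largest increase, such as CLK1 and RSRP1, have transcripts that are known to be kept in the nucleus or to retain introns. The hypothesis was that UVR libraries may hold more nuclear RNA. A list of 24 other such transcripts, including MALAT1, CCNL2 and CLK4, had a median log2 fold change of 0.45 and, after removal of the GC trend, of 0.12, with 15 of 24 higher. The latter lay at the 99.2 percentile of 10000 random lists matched on expression and GC content. Random lists ignore that such genes move together, and 4 of the 10 splits put the list as far from the middle of its random lists. Splits that mix both groups gave percentiles of 99.4, 99.4 and 99.9. The list thus also stood apart in groupings that mix UVR and control libraries, so the hypothesis of more nuclear RNA after UVR was not decided by this test. A response of the cells to UVR remains possible for all of these patterns and was not separated from differences between cultures.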
